A study of Homo sapiens with 9 samples.

How the data were processed

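Human CD34+ cord blood cells (CB) and cells of the line Kasumi-1 were cross-linked with ultraviolet light, AGO2 was immunoprecipitated, and chimeric eCLIP libraries were sequenced as paired ends, per the labels' protocols. The reads were run through an existing eCLIP pipeline, per the labels' protocols, which give no version, genome build or annotation. Samples were grouped by their titles into CB targeted (2), CB total (2), CB input (2), Kasumi-1 targeted (1), Kasumi-1 total (1) and Kasumi-1 input (1). The titles name Kasumi-1 only for its total and input libraries. Titles with cells B were read as CB, and the targeted library titled cells C was read as Kasumi-1. The input libraries had no list of their own here.

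Each targeted library had 1 peak list with a p-value per peak, which the authors' peak caller gave. The largest deposited p-value was 0.0477. No input normalization is recorded for these lists. Names of the deposited lists speak of unique molecular identifiers and removed duplicates, and no label describes those steps. Each peak's name ended in a gene identifier, a peak number and a whole number. This last number was read as the reads of the peak, since the p-values fell in steps as it rose from its minimum of 3, but no header or label states it. The total lists held a -log10 p and a log2 enrichment per peak. These deposited values were read as relative to size-matched input, because the labels list input libraries and the name of the Kasumi-1 list speaks of normalization, but no header states it. The -log10 p of the deposited lists ended at 400, the value of 294 CB peaks and of 580 Kasumi-1 peaks past the thresholds. The CB total list is 1 list for both replicates, per the labels, and how the authors joined the replicates is not stated. Its peaks all had a log2 enrichment above 3, while the deposited Kasumi-1 list reached down to -6.76. The Kasumi-1 list was therefore filtered at a log2 enrichment of at least 3 and a -log10 p of at least 3 before any comparison. No column of per-sample values was left unmatched to a sample or group.

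Peaks of different libraries were counted as overlapping when they shared at least 1 nt on the same strand. Touching or overlapping same-strand peaks of a library were also joined into read clusters, and a cluster took the largest read number of its pieces, so that reads spanning touching pieces were not summed. Reads aligned across a gap can still be counted in more than 1 cluster, in the cluster reads, the reads per gene and the shared clusters. As an alternative, successive same-strand clusters of equal reads at most 50000 nt apart were joined, which also joins some neighbours that are equal by chance. The background overlap was the mean over 8 shifts of all peaks of a library, by 500, 1000, 2000 and 5000 nt in both directions. Such shifts can move a peak out of its exon, so the shifted value is not the overlap that reads of expressed RNA would give. Shares of peaks, clusters or genes carry 95% Wilson intervals. Paired shares over the same peaks or genes were compared with the exact McNemar test, and unpaired ones with Fisher's exact test, both two-sided, with Benjamini-Hochberg adjustment over the 3 comparisons of cell-type-only sites. Reads per gene were the sum over the gene's own clusters, as a percent of all cluster reads of the library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The overlap code was tested on simulated data made from the 4764 clusters of CB replicate 1, where the recovered overlap differed from the planted one by at most 0.126 percentage points. The McNemar test was tried apart from this, on independent yes or no draws for as many clusters, without positions. It called 100 of 100 draws with planted shares of 2% and 4%, and 7 of 100 draws with equal shares. Touching peaks are not independent, so this does not give the rate of false calls in the tests of peaks. The depth of the libraries is unknown, since the lists give reads only where a peak was called.

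The tests, comparisons and most alternatives were chosen before the data were examined. The read clusters and their read correlations, the comparison of targeted peaks with the total list of the other cell type, the limit of 10 reads, the joining of neighbouring clusters, the exclusion of mitochondrial peaks, the cluster lengths, the gene-level McNemar tests and the cell-type-only sites were added afterwards. A planned test of overlap by placing peaks within transcript regions was replaced by the shifts, as planned for the case of no annotation. No genome or annotation of the build was used here. The last peak on chromosome 1 ended at 249213230, beyond the last GRCh38 gene of the reference table at 248937099, so the coordinates were not those of GRCh38. Seed matches, the rank of 7-nt words, transcript regions and duplex energies were therefore not analysed here. The planned Fisher test of gene overlap needed gene names for the total peaks and was replaced by shares of genes. Of the rows of the reference table, 0 carried an Ensembl identifier, so no gene symbol could be attached and the genes fixed in advance by symbol, TBL1XR1 among them, were not analysed here. The rule for named genes was reduced to its parts that need no sequence: the genes with the largest smaller-of-both CB shares and no Kasumi-1 peak, and the genes with the largest Kasumi-1 share and no CB peak. The first 2 of each are given. Alternatives were a stricter overlap of 50% of the shorter peak, a looser one of 50 nt, a p-value of at most 1e-05, equal numbers of peaks, log2 thresholds of 1 and 4 with a -log10 p of 3 and 5, and leaving out each CB targeted replicate.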

Results

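AGO2-bound RNA was profiled by chimeric eCLIP in CD34+ cells from human cord blood (CB), which hold blood stem and progenitor cells, and in Kasumi-1, a cell line from an acute myeloid leukaemia with the t(8;21) translocation. In eCLIP, RNA is cross-linked to the protein by ultraviolet light, immunoprecipitated and sequenced. In the chimeric form, the microRNA held by AGO2 is ligated to the RNA it pairs with, so that 1 read can carry both. Total libraries recorded AGO2-bound RNA across the transcriptome, and libraries targeted to miR-130a were made to enrich reads that carry this microRNA. The study asked which sites miR-130a binds in the normal progenitors and in the leukaemia line. The total assay covered 2 CB samples, whose peaks were given as 1 joint list, and 1 Kasumi-1 sample. The targeted assay covered 2 CB samples and 1 Kasumi-1 sample, each with its own peak list. Size-matched input libraries, made without antibody from 2 CB samples and 1 Kasumi-1 sample, entered only through the deposited enrichment values of the total lists. All Kasumi-1 values therefore came from 1 library per assay, and a test that involves Kasumi-1 compares libraries, not cell types.

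The targeted list held 8848 peaks in 3135 annotated genes for CB replicate 1, 10423 peaks in 3713 genes for CB replicate 2 and 8318 peaks in 2860 genes for Kasumi-1. Of these peaks, 378, 493 and 423 in the same order repeated the coordinates and strand of another listed peak. They were kept in the counts and overlaps of peaks. Many peaks also touched each other, and joining same-strand peaks that touch or overlap left 4764 read clusters in CB replicate 1, 5982 in CB replicate 2 and 4297 in Kasumi-1. The median number of reads per cluster was 4 in both CB libraries and 5 in Kasumi-1. Clusters of 3 reads, the smallest number listed, made up 31.1% of clusters in CB replicate 1, 36.2% in CB replicate 2 and 25.3% in Kasumi-1. Reads in clusters summed to 39412, 53175 and 44696 in the same order. Clusters separated by a gap can hold the same reads, and joining neighbours of equal reads lowered the sums to 37592, 49726 and 42952. The sums cover listed peaks and are not the depth of the libraries, which is unknown here.

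The first comparison asked how far the targeted replicates of CB found the same sites. Of the 8848 peaks of CB replicate 1, 201 shared at least 1 nt on the same strand with a peak of replicate 2. This was 2.27% (95% Wilson interval 1.98 to 2.60%). After the peaks had been shifted by 500 to 5000 nt in either direction, 0.513% overlapped, so the observed value was 4.43 times the shifted one. In the other direction, 1.67% of the replicate 2 peaks overlapped replicate 1 (interval 1.44 to 1.93%) against 0.390% after shifts. Counting peaks within 50 nt of each other moved the first value most, to 3.61%. Intervals cover counting error only, and touching peaks are not independent. Read numbers at the 131 clusters of replicate 1 that overlapped replicate 2 were unrelated across clusters, with a Spearman coefficient of -0.056 and a Pearson coefficient of 0.056 on the log2 scale. Clusters are not independent replicates, and no p-value is attached to these coefficients.

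The second comparison asked how many Kasumi-1 sites were also found in CB. Of the 8318 Kasumi-1 peaks, 17.6% overlapped a peak of CB replicate 1 (interval 16.8 to 18.4%) and 1.59% overlapped a peak of CB replicate 2 (interval 1.34 to 1.88%). The shifted values were 0.308% and 0.443%. The mean over the CB replicates was 9.59% ± 11.3 (SD, n = 2), a spread larger than the mean. Across the alternative settings the mean stayed between 8.99% and 11.5%, and it was 1.59% without CB replicate 1 and 17.6% without CB replicate 2. The steady mean hid opposite moves in some settings. With peaks of at least 10 reads, 22.2% overlapped CB replicate 1 and 0.766% CB replicate 2. With p-values of at most 1e-05, the values were 20.1% and 0.696%. In the other settings both values moved in the same direction, to 19.2% and 2.60% for peaks within 50 nt. In CB replicate 1, 800 clusters overlapped Kasumi-1 clusters, and their read numbers were related across clusters with a Spearman coefficient of 0.33 and a Pearson coefficient of 0.45 on the log2 scale. Without the mitochondrial clusters these coefficients were 0.29 and 0.38. Of the 800 shared clusters, 96 began and ended at identical positions in both libraries. The CB replicates had 1 cluster with identical ends, and CB replicate 2 and Kasumi-1 also had 1. Of the 4764 clusters of CB replicate 1, 34 were overlapped by both other libraries, 97 by CB replicate 2 and not Kasumi-1, and 766 by Kasumi-1 and not CB replicate 2.

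**Figure D1:**
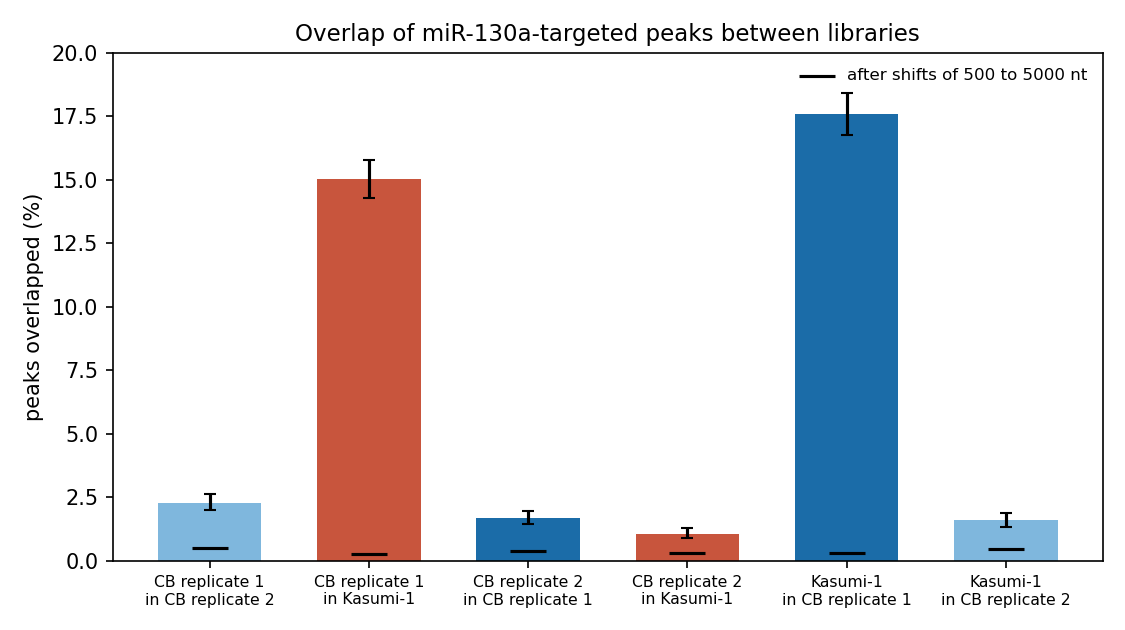
Percent of the deposited targeted peaks of 1 library (first name under each bar) that share at least 1 nt on the same strand with a peak of another (second name, and bar colour), with 95% Wilson intervals as error bars and the mean overlap after shifts as black dashes. CB replicate 1 and Kasumi-1 overlap by 15.0% and 17.6%, while every bar that involves CB replicate 2 lies at or below 2.27%.

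Another comparison set the replicate overlap against the overlap between cell types, with each library reduced to the 8318 peaks of lowest p-value. Of these peaks in CB replicate 1, 1.97% overlapped CB replicate 2 and 15.0% overlapped Kasumi-1. The numbers overlapped by the other CB replicate alone and by Kasumi-1 alone were 129 and 1210 (exact McNemar test, two-sided, p = 1.45e-220). In CB replicate 2 the order was the opposite, with 1.65% overlapped by CB replicate 1 and 1.11% by Kasumi-1, or 104 peaks against 59 (exact McNemar test, two-sided, p = 5.28e-04). These 2 tests share the libraries, and both gave the same direction and side of the threshold under the 7 other settings run for each. The gap in CB replicate 1 was also present among clusters with many reads. Of its 261 clusters with at least 20 reads, 43.7% were overlapped by Kasumi-1 (interval 37.8 to 49.7%) and 7.28% by CB replicate 2 (interval 4.71 to 11.1%). Of the 498 such clusters in CB replicate 2, 5.62% were overlapped by CB replicate 1 (interval 3.92 to 8.01%) and 2.41% by Kasumi-1 (interval 1.38 to 4.16%).

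**Figure D2:**
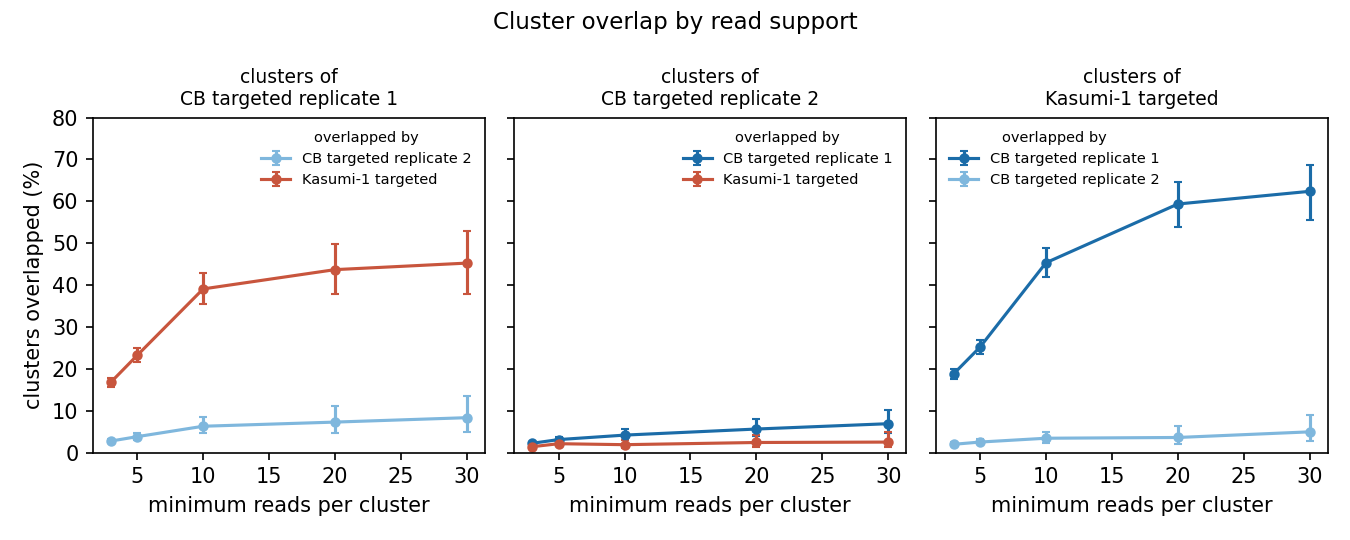
Percent of read clusters (y axis) of each targeted library that overlap a cluster of another library, by the minimum number of reads in the cluster (x axis), with 95% Wilson intervals. Overlap between CB replicate 1 and Kasumi-1 rises with read support, to 45.2% and 62.4% at 30 reads, and overlap with CB replicate 2 stays at or below 8.33%.

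The targeted libraries also differed in the length of their read clusters, in a way that did not follow the cell type. The commonest length was 69 nt in CB replicate 1 and Kasumi-1 and 70 nt in CB replicate 2. The median over all clusters went the other way, at 69 nt in CB replicate 1 and Kasumi-1 and 68 nt in CB replicate 2. Among clusters outside the mitochondrial genome with 3 reads and 2 pieces, between 66 and 74 nt long, the share of at least 70 nt was 39.7% in CB replicate 1 (interval 36.1 to 43.4%), 40.1% in Kasumi-1 (interval 36.1 to 44.3%) and 72.3% in CB replicate 2 (interval 69.2 to 75.2%). The labels name no library batch. If cluster length is taken as a sign of one, the CB replicates lie in different batches, no CB pair lies in the same batch, and a replicate comparison within a batch cannot be made. CB replicate 1 and Kasumi-1 lie in the same length class.

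**Figure D3:**
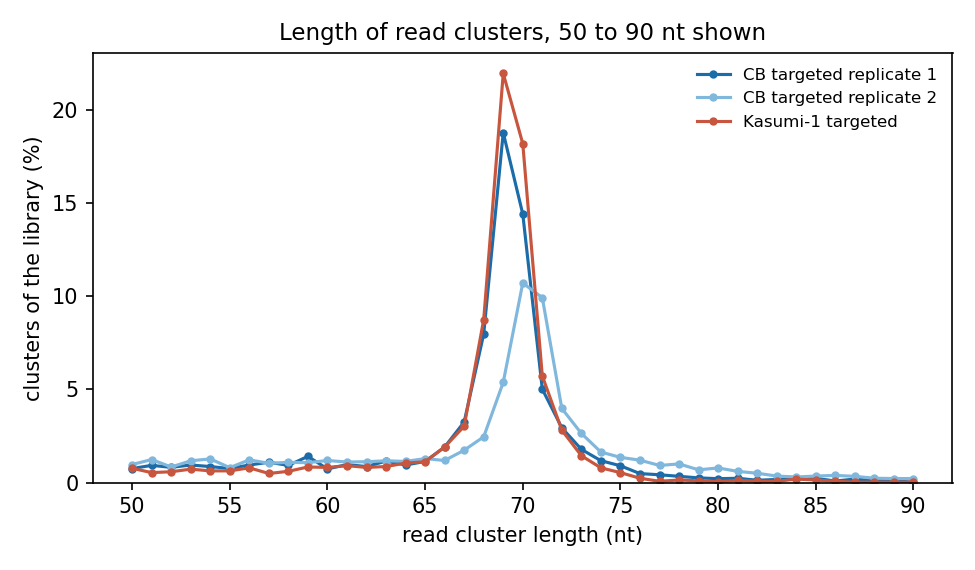
Length of read clusters in nt (x axis) against the percent of the library's clusters of that length (y axis), for the 3 targeted libraries. The curves of CB replicate 1 and Kasumi-1 peak at 69 nt and that of CB replicate 2 peaks at 70 nt.

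At the level of genes the libraries were closer. Of the 3135 genes with a peak in CB replicate 1, 48.8% also had a peak in CB replicate 2 and 45.1% in Kasumi-1 (exact McNemar test, two-sided, p = 9.82e-04). Of the 3713 genes of CB replicate 2, 41.2% were in CB replicate 1 and 36.3% in Kasumi-1 (exact McNemar test, two-sided, p = 9.66e-08). Both tests favour the longer list, and the Kasumi-1 list was the shortest, with 2860 genes. They therefore do not show that the CB gene sets are closer. Seen from the other lists, 49.4% of Kasumi-1 genes and 41.2% of CB replicate 2 genes were in CB replicate 1. In CB replicate 2 were 47.1% of Kasumi-1 genes and 48.8% of CB replicate 1 genes. The difference in CB replicate 1 was not significant with equal numbers of peaks, at 47.5% against 45.3% (exact McNemar test, p = 0.063). With peaks of at least 10 reads it changed sign, to 18.6% against 32.7% (exact McNemar test, p = 1.23e-08). Among the 1531 genes common to the CB replicates, 127 or 8.30% had an overlapping peak (interval 7.02 to 9.78%). Among the 1413 genes common to CB replicate 1 and Kasumi-1, 692 or 49.0% did (interval 46.4 to 51.6%). Among the 1346 genes common to CB replicate 2 and Kasumi-1, 76 or 5.65% did (interval 4.53 to 7.01%). Of the 2860 Kasumi-1 genes, 841 had a peak in both CB replicates, which is 29.4% (interval 27.8 to 31.1%). This value was 47.1% without CB replicate 1, 49.4% without CB replicate 2 and 6.67% with peaks of at least 10 reads. Both CB replicates but not Kasumi-1 had peaks in 690 genes, and 942 genes had a peak in Kasumi-1 alone.

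Genes are given by the identifiers in the peak lists, and coordinates are those of the lists, whose genome build the labels do not state. Among the 690 genes found in both CB replicates only, ENSG00000138449.6 had the largest share of cluster reads, taking the lower share of the 2 replicates. It held 173 cluster reads, or 0.439% of the library's, in CB replicate 1 and 176 cluster reads, or 0.331%, in CB replicate 2. Its strongest cluster lay on the minus strand of chromosome 2 at 190425414 to 190425515 in replicate 1, with 160 reads, and at 190425440 to 190425525 in replicate 2, with 109 reads. The next was ENSG00000113389.11, with 52 cluster reads (0.132%) in CB replicate 1 and 70 cluster reads (0.132%) in CB replicate 2. Its strongest clusters lay on the plus strand of chromosome 5 and did not overlap, at 32787119 to 32787198 with 45 reads in replicate 1 and at 32788789 to 32788859 with 59 reads in replicate 2. Among the 942 genes found in Kasumi-1 alone, ENSG00000171208.5 held the most reads, 90 (0.201% of cluster reads), with its strongest cluster of 81 reads on the minus strand of chromosome 16 at 47116797 to 47116865. ENSG00000166197.12 followed with 87 reads (0.195%) in 1 cluster on the plus strand of chromosome 10 at 103921606 to 103921675. The smallest listed peaks had 3 reads, so a gene without a listed peak can still have held reads.

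In the total assay, the CB list, made by the authors from 2 replicates, held 9467 peaks. All of them had a log2 enrichment over input and a -log10 p of at least 3, so the list had been filtered before deposit. The Kasumi-1 list held 252797 peaks, of which 10675 or 4.22% passed the same thresholds. The median log2 enrichment of the peaks past the thresholds was 3.97 in CB and 3.74 in Kasumi-1. Of the 9467 CB peaks, 54.4% overlapped a Kasumi-1 peak past the thresholds (interval 53.4 to 55.4%) against 5.20% after shifts. Lowering the Kasumi-1 threshold to a log2 enrichment of 1 moved this value most, to 79.7%. Over the 5154 overlapping CB peaks, the log2 enrichments of the 2 lists were related across peaks with a Pearson coefficient of 0.78 and a Spearman coefficient of 0.55. Replicate spread is unknown in both lists.

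The last comparison asked whether targeted sites lay in AGO2-bound sites of the same cells. In CB, 10.2% ± 0.370 (SD, n = 2) of targeted peaks overlapped a CB total peak, with 10.4% in replicate 1 and 9.92% in replicate 2. After shifts, the values were 1.02% and 1.15%. In Kasumi-1, 5.76% of targeted peaks overlapped a Kasumi-1 total peak past the thresholds (interval 5.28 to 6.28%), against 0.993% after shifts. Restricting the targeted peaks to those of at least 10 reads moved the CB value most, to 21.3% ± 2.51 (SD, n = 2), and the Kasumi-1 value to 6.39%. A threshold of log2 enrichment of 1 moved the Kasumi-1 value to 15.7%. Both CB libraries overlapped the CB list more often than the Kasumi-1 list, at 10.4% against 7.61% in replicate 1 and 9.92% against 6.59% in replicate 2 (exact McNemar tests, two-sided, p = 4.30e-32 and 4.92e-43). The Kasumi-1 library overlapped the CB list in 6.04% and the Kasumi-1 list in 5.76% of its peaks, a difference that was not significant (exact McNemar test, two-sided, p = 0.192). These McNemar tests counted peaks and were not run on clusters. Touching peaks are not independent, so the p-values can overstate the evidence.

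The total lists also served to compare the targeted libraries at sites that only the CB or only the Kasumi-1 total list holds. A set of 1923 CB total peaks had no Kasumi-1 total peak with a log2 enrichment of at least 1 and a -log10 p of at least 3, and 4996 Kasumi-1 peaks past the thresholds had no CB total peak. CB replicate 1 had 74 clusters in the first set and 70 in the second, so that 51.4% of these clusters lay in CB-only peaks (interval 43.3 to 59.4%). CB replicate 2 had 144 and 93, or 60.8% (interval 54.4 to 66.8%). Kasumi-1 had 15 and 75, or 16.7% (interval 10.4 to 25.7%). The odds differed between each CB library and Kasumi-1, with an odds ratio of 5.29 for replicate 1 and 7.74 for replicate 2 (Fisher's exact test, two-sided, adjusted p = 8.33e-08 and 1.11e-12 over 3 comparisons). With the same thresholds for both sets these odds ratios moved most towards 1, to 3.14 and 3.28. In this setting Kasumi-1 had 77 clusters in CB-only and 75 in Kasumi-1-only peaks, so its own sites did not favour Kasumi-1-only peaks. CB replicate 1 had 226 and 70, and CB replicate 2 had 313 and 93. The comparison ranks the libraries against each other and does not by itself identify the cell type of a library. The CB replicates did not differ significantly from each other, with an odds ratio of 1.46 for replicate 2 against replicate 1 (Fisher's exact test, adjusted p = 0.0875). Over 3 alternatives this odds ratio ran from 1.04 (Fisher's exact test, unadjusted p = 0.856) with the same thresholds for both sets to 1.83 (Fisher's exact test, unadjusted p = 0.0411) among clusters of at least 5 reads.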

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

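The comparison of cell-type-only sites, which was not planned, and the test of cluster length were chosen only after results had been seen.

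Targeted sites of CB and of Kasumi-1 fell differently into AGO2 sites that only the CB or only the Kasumi-1 total list holds. The odds of a CB-only site were 5.29 times those of Kasumi-1 in CB replicate 1 and 7.74 times in CB replicate 2, and the difference between the cell types was what drew attention. A difference in how the CB-only and Kasumi-1-only sets were defined is argued against, because with equal thresholds for both sets the odds ratio of CB replicate 1 was still 3.14 (Fisher's exact test, p = 7.18e-08) and that of CB replicate 2 was 3.28 (Fisher's exact test, p = 3.96e-09). Sites of few reads are argued against as the source, because the odds ratio of CB replicate 1 was 7.16 among clusters of at least 5 reads (Fisher's exact test, p = 6.66e-07) and that of CB replicate 2 was 13.1 (Fisher's exact test, p = 6.08e-13). Between the CB replicates, the odds ratio was 1.83 in this setting (Fisher's exact test, unadjusted p = 0.0411) and 1.04 with equal thresholds (Fisher's exact test, unadjusted p = 0.856). It was 1.33 without the clusters shared by CB replicate 1 and Kasumi-1 (Fisher's exact test, unadjusted p = 0.252). A difference between the CB replicates was thus seen in 1 of 3 alternatives. Without the shared clusters, the odds ratios against Kasumi-1 were 13.8 for CB replicate 1 and 18.3 for CB replicate 2. Both rest on only 5 Kasumi-1 clusters in CB-only peaks. Leaving out sites common to CB replicate 1 and Kasumi-1 can by itself widen their difference, so this is not an independent check. A batch of the kind that shows in cluster length is argued against for CB replicate 1, because its clusters were as long as those of Kasumi-1 (odds ratio of at least 70 nt 0.982, Fisher's exact test, p = 0.907). For CB replicate 2, whose clusters differ in length from those of Kasumi-1, a batch stays open. Only 1 Kasumi-1 targeted library was analysed, so differences between single libraries also stay open. A difference in which RNAs the cell types express and AGO2 binds is a hypothesis consistent with the odds ratio of 5.29, untested here.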

How the results depend on the processing

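The alternatives that merged touching peaks, joined neighbouring clusters of equal reads, required 10 reads or dropped mitochondrial peaks, all alternatives of the gene-level tests, and the omission of a CB replicate in the comparison with total peaks were chosen after the data had been examined. The other alternatives were fixed before.

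The contrast between replicate overlap and cell type overlap kept its direction and its side of the threshold in every setting run, for both CB replicates. In CB replicate 1, the overlap with CB replicate 2 minus that with Kasumi-1 ran from -12.8 to -21.6 percentage points. In CB replicate 2 the difference ran from 0.457 to 0.815 points, with a largest p of 0.0352 (exact McNemar test) for peaks of at least 10 reads. The overlap of Kasumi-1 peaks with CB stayed within the replicate SD in every setting, but this SD is 11.3 points, and the value ran from 1.59% to 17.6% across the fits that each left out 1 CB replicate. Mitochondrial peaks were left out for the overlaps between targeted libraries, the contrast of those overlaps, the targeted peaks inside total peaks and the share of Kasumi-1 genes found in both CB replicates. None of these moved beyond its spread, except that no spread was computed for the contrast. Without mitochondrial peaks the contrast was -12.8 points in CB replicate 1, against -13.0 as reported. In CB replicate 2 it was 0.543 against 0.541 points. The gene-level McNemar tests, the total lists and the cell-type-only sites were not computed without mitochondrial peaks.

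The overlap of the CB targeted replicates, 2.27% as reported, moved beyond its counting interval under every setting except the removal of mitochondrial peaks, and was between 3.83 and 5.36 times its shifted value under all settings but the joining of neighbouring clusters, for which no shifts were run. It was 1.88% with an overlap of 50% of the shorter peak, 3.61% for peaks within 50 nt, 1.83% with p-values of at most 1e-05, 1.97% with equal numbers of peaks, 2.75% for merged clusters, 2.99% with neighbouring clusters of equal reads joined as well and 1.48% for peaks of at least 10 reads. The last setting restricted both libraries. The cause of these shifts was not tested.

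The sizes of the total lists depended on the thresholds. With a log2 enrichment of at least 4 and a -log10 p of at least 5, 4328 CB and 3785 Kasumi-1 peaks were left, and with a log2 enrichment of at least 1 the Kasumi-1 list had 39076 peaks. The CB list did not change at the lower threshold because it holds no such peaks, so this alternative is void there. The CB total peaks overlapping Kasumi-1 were 79.7% at the lower threshold, where the shifted value also rose, from 5.20% to 10.5%. At the higher threshold the overlap was 53.4% of the Kasumi-1 peaks, which were then the smaller set, within the interval of the reported 54.4%. It was 52.3% with an overlap of 50% of the shorter peak and 46.8% for merged peaks, where the smaller set is that of Kasumi-1. The Kasumi-1 targeted peaks inside total peaks were 15.7% at the lower threshold, 2.46% at the higher one, 6.35% for merged clusters and 6.39% with at least 10 reads. The CB targeted peaks inside total peaks were 5.72% at the higher threshold, 9.55% with an overlap of 50% of the shorter peak, 11.5% for merged clusters and 21.3% with at least 10 reads, and ranged from 9.92% to 10.4% across the fits that each left out 1 CB replicate. All of these that were compared with shifts stayed above their shifted values.

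The gene-level comparisons changed with the settings, in part. The share of Kasumi-1 genes with a peak in both CB replicates, 29.4%, was 6.67% with peaks of at least 10 reads, and from 47.1% to 49.4% across the fits that each left out 1 CB replicate, where a peak in 1 CB library sufficed. The excess of the other CB replicate over Kasumi-1 among the genes of CB replicate 1, 3.76 points, fell to 2.15 points with equal numbers of peaks (exact McNemar test, p = 0.063) and reversed to -14.1 points with peaks of at least 10 reads (p = 1.23e-08). Among the genes of CB replicate 2, 4.98 points became 4.88 points with equal numbers of peaks (exact McNemar test, p = 5.76e-07) and fell to 2.48 points with at least 10 reads (exact McNemar test, p = 0.069). Equal numbers of peaks did not equalize the gene lists, which held 3071 genes in CB replicate 1, 3440 in CB replicate 2 and 2860 in Kasumi-1. With at least 10 reads, 612 genes of CB replicate 1 and 846 of CB replicate 2 were left. The cause was not tested.

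Not run for lack of a genome and annotation were all alternatives of the seed match, the rank of 7-nt words, the transcript regions and the duplex energy, and for gene overlap the other enrichment thresholds and the limit to sites with a seed match. No paired analysis was possible because the numbered total and input replicates have no value per sample: the CB total list joins both replicates, and the inputs have no list here.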

Other observations

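The comparison of site overlap was planned, and the tests of explanations for it, the test of cluster pieces and the comparison of neighbouring clusters were chosen only after the patterns had been seen.

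CB replicate 1 shared more sites with the single Kasumi-1 library than with CB replicate 2, which is the reverse of what replicates of a cell type would be hoped to give. Several technical explanations are argued against by the lists. Too few reads per site would let the gap close among well-read clusters, but only 7.28% of CB replicate 1 clusters with at least 20 reads were overlapped by CB replicate 2, against 43.7% by Kasumi-1. Mitochondrial RNA does not carry it, since 16.5% of the 4735 other clusters of CB replicate 1 overlapped Kasumi-1 and 2.62% overlapped CB replicate 2. That either CB library is a mislabelled Kasumi-1 library is argued against. A wrong label of another kind, such as of the targeted microRNA, was not tested. Sites of CB replicate 1 favoured CB-only over Kasumi-1-only total peaks with an odds ratio of 5.29 against Kasumi-1, and those of CB replicate 2 with an odds ratio of 7.74. These ratios are relative to the library read as Kasumi-1. With equal thresholds for both sets, that library had 77 clusters in CB-only and 75 in Kasumi-1-only peaks.

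Background reads stay open, for CB replicate 2 and for the clusters that CB replicate 1 shares with Kasumi-1. Peaks of CB replicate 2 lay in CB total peaks 8.59 times as often as after shifts, and 15.5% of the shared non-mitochondrial clusters of CB replicate 1 lay in CB total peaks, against 11.1% of its other clusters (Fisher's exact test, p = 8.30e-04). In Kasumi-1, 12.4% of shared and 5.03% of other clusters lay in Kasumi-1 total peaks (Fisher's exact test, p = 1.43e-12). Among clusters of at least 20 reads, the difference was not significant in CB replicate 1, at 29.4% against 22.8% (Fisher's exact test, p = 0.240). In Kasumi-1 it remained at this limit, at 11.6% of shared against 4.13% of other clusters (Fisher's exact test, p = 0.0302). None of these values decides, because reads from any abundant RNA could also lie in total peaks more often than shifted ones, and could be shared more often.

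Reads carried over between the CB replicate 1 and Kasumi-1 libraries at a fixed rate are argued against as the whole source of the shared clusters. If the rate were equal in both directions and reads were carried at random (a Poisson model), a rate of 12.1% would be needed for the 780 shared non-mitochondrial clusters, with 3 reads needed for a listed cluster. At this rate, 0.033 of the 41 non-mitochondrial Kasumi-1 clusters with at least 80 reads would be absent from CB replicate 1, and 11 were. Of the 41 such clusters of CB replicate 1, 24 were absent from Kasumi-1, against 0.020 at this rate. Carry-over as the source of part of the shared clusters, or at rates that vary between sites, stays open.

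Another explanation that stays open is a difference in how CB replicate 2 was made. Its commonest cluster length was 70 nt against 69 nt, with odds of a length of at least 70 nt that were 3.97 times those of CB replicate 1 (Fisher's exact test, p = 1.01e-37), while CB replicate 1 and Kasumi-1 did not differ in this (Fisher's exact test, p = 0.907). This is consistent with another library or sequencing batch for CB replicate 2, which may also have enriched other chimeras, but a length difference does not show that a batch caused the low overlap. With 1 CB library in each length class, batch and replicate cannot be separated. Whether both CB libraries were enriched for the same microRNA would show in the sequences under the peaks, which were not analysed here. A biological difference between the CB samples also stays open and was not tested.

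Some of the strongest clusters differed in the same way. These were picked after their values were seen. The clusters with most reads in both CB replicate 1 and Kasumi-1 lay on the plus strand of the mitochondrial genome at 1523 to 1591 (747 and 3242 reads, and 38 in CB replicate 2) and at 8492 to 8560 (744 and 2076 reads), followed by chromosome 11 at 93454825 to 93454903 (489 and 1788 reads). CB replicate 2 had no cluster at the last 2, and none of the 3 lay in a total AGO2 peak past the thresholds. The strongest cluster of CB replicate 2, with 853 reads on the minus strand of chromosome 6 at 109688406 to 109688531, lay in a CB total peak, and neither other targeted library had a cluster there. Others went the other way. A CB replicate 1 cluster of 252 reads on chromosome 2 at 145146660 lay in peaks of both total lists. It had 8 reads in Kasumi-1 and 3 in CB replicate 2. A CB replicate 2 cluster of 290 reads on chromosome 12 at 131359110 lay in no total peak and had 4 reads in CB replicate 1. Mitochondrial clusters held 6.13% of cluster reads in CB replicate 1, 1.32% in CB replicate 2 and 14.7% in Kasumi-1.

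Many clusters were listed as a short piece touching a long one, and there were 1.86 peaks per cluster in CB replicate 1, 1.74 in CB replicate 2 and 1.94 in Kasumi-1. A candidate explanation is that the peak caller split clusters in genome order. In that case the short piece would lie at the lower coordinate on both strands, and it did so in 93.8% of 5523 plus-strand pairs and in 90.1% of 4552 minus-strand pairs. A feature of the RNA would have placed it at opposite coordinates on the 2 strands. Counts of peaks in these lists therefore overstate the number of separate sites.

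Some separate clusters also appear to hold the same reads. Among neighbouring clusters of at least 5 reads, at most 50000 nt apart on the same strand, 26.0% of 450 pairs in CB replicate 1, 23.8% of 646 in CB replicate 2 and 25.3% of 557 in Kasumi-1 had equal read numbers, against 13.5%, 12.1% and 13.4% of pairs farther apart. The median summed length of the equal pairs was 70, 72 and 70 nt, close to that of a single cluster, and that of the unequal pairs was 138, 132.5 and 137 nt. Reads aligned across a gap are a candidate explanation. Joining such neighbours gave an overlap of CB replicate 1 of 2.99% with CB replicate 2 and 17.4% with Kasumi-1.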
